A study of Danio rerio with 10 samples.

How the data were processed

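Polyadenylated RNA was measured in pools of whole zebrafish embryos (Danio rerio) collected at 33 hours post fertilization, 10 embryos to a pool. Of the 10 libraries, 5 came from embryos homozygous for mutations in both rbpms2a and rbpms2b (double mutants) and 5 from control siblings. Per the labels' protocols, RNA was extracted with Trizol and columns, libraries were prepared with a strand-specific TruSeq chemistry after polyA capture, fragments were size-selected, and paired-end reads were taken on an Illumina NextSeq. The genotype label of each library and its replicate number were taken from its title. The double mutants were recognised by eye before pooling, per the series' design text, so the genotypes of single embryos were not used here. The controls carry the genotype label wt, yet the design text calls them siblings, and siblings sorted by eye can include carriers of the mutations. Control levels and fold changes here are therefore against siblings, whose genotypes are not known.

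The authors deposited a single table with 1 line per gene and, for each library, an expected count (an estimated count that need not be whole) and a log-scaled FPKM value (fragments per kilobase of gene and per 1000000 reads counted). Between 17.8 and 21.6% of the deposited expected counts in a library were not whole, so reads shared by several genes had been divided among them. The deposited FPKM columns hold log2(FPKM + 0.1): their lowest value is -3.32, and undoing the logarithm gave a number with 2 decimals in 99.97% of cells at a tolerance of 1e-05. Of the cells with a count of 0, 77.4% had an FPKM above 0.005, so the FPKM values are not the deposited counts rescaled. A deposited gene length served only for a length correction. The aligner, the quantifier, the genome build and the annotation release are not given in the sources used here, nor is whether counting used the strand. Counts of near-identical copies, overlapping genes and antisense genes are therefore uncertain.

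The table holds 32266 gene IDs, of which 5098 were at 0 in all libraries; 0 lines lacked a gene ID. Symbols are those of the table, and 26433 IDs matched a separate table of gene IDs and symbols. Total counts ran from 21.5 to 36.0 M per library (M, 1000000 counts), so that, before scaling, 1 CPM (1 count in 1000000) stood for 21.5 counts in the smallest library and for 36.0 in the largest. Among all 45 pairs of libraries none was close to a duplicate: the chi-square statistic per degree of freedom over genes was between 5.97 and 79.9, where sampling noise alone gives about 1.

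Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3: genes were kept by filterByExpr, libraries were scaled with TMM factors, and the robust quasi-likelihood test compared double mutants with control siblings, two-sided. The filter left 20802 genes, which held between 99.94 and 99.95% of each library's counts. P-values were adjusted over all tested genes after Benjamini and Hochberg (BH), with a threshold of 0.05. Fold changes are log2 of double mutants over control siblings, with the standard error (SE) of the coefficient. CPM values use the TMM factors and are means ± SD over 5 libraries. For single genes, exact permutation tests on CPM over all 252 assignments of the libraries to the groups were added, two-sided. Their smallest possible p is 0.00794. The assignments ignore the replicate numbers. Ranges that do not overlap always give that smallest permutation p, which then adds nothing to them. Exact sign-flip tests on differences in log2 CPM within pairs were added too, with a smallest possible p of 0.0625.

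Both groups carry the replicate numbers 1, 2, 3, 4 and 6, and no label says what a number stands for. Whether the numbers pair the libraries was checked on 20802 genes, from each library's deviations from its group's mean. Libraries with the same number correlated at 0.54 to 0.60, over 0.1 in 5 of 5 pairs, whereas libraries with different numbers lay between -0.47 and 0.51. Numbers 2 and 3 also resembled each other, with correlations of 0.40 or more. The numbers were therefore read as pairs. A second fit took the number as a block, which lowered the common biological coefficient of variation from 17.6% to 6.94%. Blocked values are printed beside a result where they change a call or move a count by more than 1.5 times.

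Gene lists for 9 tissues or responses (heart muscle, calcium handling, skeletal muscle, p53, erythroid, lens crystallin, hypoxia, endothelial and splicing regulator) were tested with camera at a preset correlation of 0.01, adjusted over the 9 lists. Each list's median was ranked among 10000 random lists matched on size and on mean expression in 20 bins. Another 3 lists (sterol synthesis, immediate early and yolk syncytial) were written after the gene table had been seen and appear only among the additional observations. Neighbouring genes were taken from a gene table of the assembly GRCz12tu. Since the authors' build is not given, that table served for gene order only and no coordinates are printed. Of the tested genes, 17243 (82.9%) could be placed, and the number of neighbours with a small p was compared with 10000 circular shifts of the gene order, one-sided. The plan had named genes past the adjusted threshold in windows by distance. The number with a small p, by gene order, was chosen after the results were seen.

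The groups, the tests, the 9 lists, most alternatives and the rule for naming genes were fixed before the data were examined. The rule names rbpms2a, rbpms2b and rbpms in any case. Among genes past the threshold with a symbol, a mean of at least 1 CPM and ranges of the groups that do not overlap, it names the 6 largest changes in each direction and the 5 smallest p-values, and it adds list members past the threshold, at most 5 per list. It was applied to both fits. Every other gene named in the text was chosen after its values were seen.

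Alternatives covered normalization (RLE and upper-quartile factors), the filter (none, or at least 5 CPM in 5 libraries), the test (DESeq2 1.42.0, limma-voom and limma-trend from limma 3.58.1), thresholds, the replicate block, and leaving out each library or pair. The limma-trend alternatives ran on log2(FPKM + 1) and log2(FPKM + 0.1) of genes with an FPKM of at least 1 in at least 5 libraries. A length correction, with a lowess trend (span 0.3) on log2 gene length as an offset per library, was added after a length trend had been seen. The tests were tested on simulated data: counts for the double mutant against control sibling comparison, drawn with 196 of 20605 tested genes changed by 1 log2 unit. The unblocked edgeR fit recovered 67.9% of those genes with 0 false calls, and the blocked fit 94.4% with 14 false calls. Simulated libraries of the same number shared a mean apart from the planted changes, with independent noise per gene. Differences within a pair that run across many genes were therefore absent, and the false calls do not cover them. Transcript usage and splicing were not analysed here, since the table used gives 1 value per gene. Figures were drawn with matplotlib.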

Results

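Gene expression was profiled in zebrafish embryos that lacked both rbpms2a and rbpms2b, the pair of zebrafish genes for Rbpms2, an RNA-binding protein made in heart muscle cells, and in their control siblings. Each group had 5 libraries, numbered 1, 2, 3, 4 and 6, and each library came from a pool of 10 whole embryos at 33 hours post fertilization. Libraries are called control 1, mutant 1 and so on below. Total counts, in units of M (1000000 counts), were 36.0, 35.6, 32.8, 36.0 and 21.5 M in controls 1, 2, 3, 4 and 6, and 35.2, 31.4, 30.7, 35.0 and 29.1 M in the mutants of the same numbers. The means were 32.4 ± 6.22 M (SD, n = 5) in controls and 32.3 ± 2.70 M (SD, n = 5) in mutants. The 10 most abundant genes took between 7.93 and 10.4% of a library's counts. The first principal component held 38.0% of the variance and the second 16.7%, and libraries with the same number lay close together on both, as did numbers 2 and 3 and, less closely, 4 and 6.

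The targeted genes were examined first, since a fall in the level of a targeted gene can serve as a check on the labels. Rbpms2a (ENSDARG00000045930) was at 5.25 ± 1.09 CPM (SD, n = 5) in controls and 3.17 ± 0.585 CPM (SD, n = 5) in mutants. The ranges did not overlap: controls lay between 4.25 and 7.05 CPM and mutants between 2.42 and 3.91 CPM. The exact permutation test gave p = 0.00794, the smallest value that 252 assignments allow. The log2 fold change of rbpms2a was -0.73 (SE 0.171), lower in 5 of 5 pairs, with an unadjusted p of 0.00103 and a BH adjusted p of 1 over all genes in the unblocked edgeR fit. With the replicate number as a block it was -0.73 (SE 0.111), with an adjusted p of 0.00741 in edgeR, which rose to 0.0693 without pair 1. Leaving out control 4 moved the unblocked estimate to -0.61.

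Rbpms2b did not differ beyond the spread between libraries. Its level was 14.2 ± 3.71 CPM (SD, n = 5) in controls and 15.5 ± 4.63 CPM (SD, n = 5) in mutants, a log2 fold change of 0.13 (SE 0.211) with an unadjusted edgeR p of 0.556 and an adjusted p of 1. The mutant library was the higher one in 5 of 5 pairs, by 0.00 to 0.30 log2 units, which the exact sign-flip test puts at p = 0.0625, the smallest value 5 pairs allow. Leaving out mutant 4, with control 4 kept, turned the estimate to -0.04. The blocked estimate kept its direction in 14 of 14 alternatives to the blocked fit, the absence of the block included (0.07 to 0.15). A transcript can persist in a mutant, so the level of rbpms2b checks nothing about the labels. The related gene rbpms was at 0.706 ± 0.258 CPM (SD, n = 5) in controls and 0.671 ± 0.0671 CPM (SD, n = 5) in mutants, too low for a change to be read at this depth (log2 fold change -0.09, SE 0.260, unadjusted edgeR p 0.748), and its sign flipped to 0.14 without control 4.

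The series asked which genes differ in expression between double mutants and control siblings. In the unblocked edgeR fit, 1 of 20802 tested genes passed the adjusted threshold, and 406 genes (1.95%) had an unadjusted p under 0.05. DESeq2 called 4 genes, limma-trend on log2(FPKM + 1) called 2, and the replicate block moved the count most, to 53. The median log2 fold change of all tested genes was 0.002 without the block and 0 with it.

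The gene called in the unblocked fit was myh6 (ENSDARG00000090637), which codes for the myosin heavy chain of the atrium. Its level was 15.5 ± 1.00 CPM (SD, n = 5) in controls and 7.26 ± 1.25 CPM (SD, n = 5) in mutants, 46.8% of the control level. Controls lay between 14.3 and 16.8 CPM and mutants between 5.79 and 9.11 CPM, and the exact permutation test gave p = 0.00794, the smallest possible. The log2 fold change of myh6 was -1.10 (SE 0.117) with an adjusted edgeR p of 0.0112, and -1.11 (SE 0.0871) with an adjusted p of 8.08e-06 under the replicate block. Its log2 ratio in the pairs was -1.29, -1.30, -1.08, -1.15 and -0.69 for numbers 1, 2, 3, 4 and 6. Estimated counts of myh6 were whole in all 10 libraries. Without the block the adjusted p rose to 0.0925 with limma-trend on log2(FPKM + 0.1). In edgeR it rose to 0.0621 without control 2 and to 0.0632 without mutant 3. It ranged from 4.17e-15 to 0.0925 over 21 alternatives to the unblocked fit. With the block it rose to 0.19 with limma-trend on log2(FPKM + 0.1), and myh6 passed in 13 of 14 alternatives to the blocked fit.

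**Figure D1:**
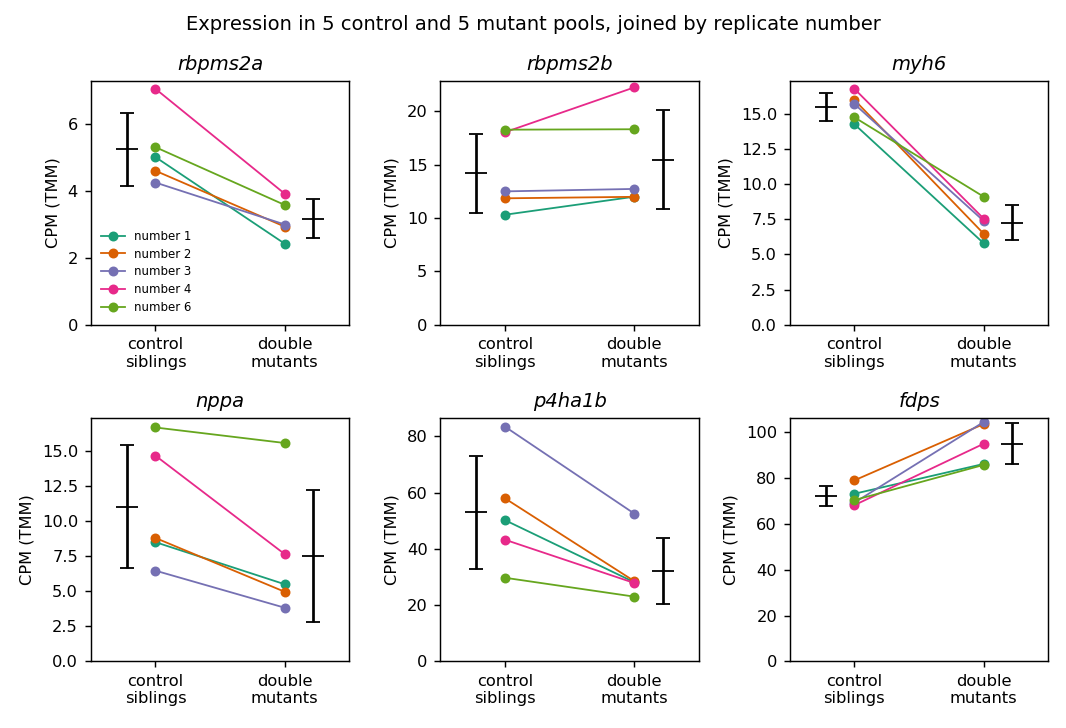
Expression (CPM after TMM scaling, vertical axes from 0) of 6 genes in control siblings and double mutants, 1 panel per gene; points are libraries, lines join libraries with the same replicate number, and the bars beside them give the mean ± SD of 5 libraries. Myh6 and rbpms2a lie lower in every mutant library than in every control library, while the ranges of rbpms2b, nppa and p4ha1b overlap between the groups.

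With the replicate number as a block, edgeR called 53 genes, 37 higher and 16 lower in the mutants, and 2187 genes (10.5%) had an unadjusted p under 0.05. The only gene called in both fits was myh6. Of the 53, 52 moved in the same direction in all 5 pairs, and the exception, chac1, in 4. The median absolute log2 fold change was 0.44, the smallest 0.20 and the largest 1.67, and 7 of the 53 genes changed by at least 1 log2 unit. The ranges of the groups did not overlap for 11 of the 53. Over all tested genes this held for 97, or 0.466%. Free assignment of the libraries gives 0.794% by chance, but differences between pairs make such genes rarer: the other splits among the 16 that part all 5 pairs gave 20 to 76. DESeq2 with the block called 92 genes, 51 of them among the 53, and leaving out pair 4 moved the count most, to 365. The excess of higher genes was not kept without pair 1 (8 higher, 9 lower), pair 2 (6 and 11) or pair 3 (10 and 11), and was small without pair 4 (186 and 179).

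Among the genes lower in mutants under the block, CR926459.1, annotated as antisense, fell from 2.94 ± 1.22 to 1.11 ± 0.343 CPM (SD, n = 5 each; log2 fold change -1.34, edgeR adjusted p 0.0113). Its level is uncertain because use of the strand in counting is not stated. Rbpms2a was also among them. The genes with the largest rises and ranges that did not overlap were lyve1a, rbm45, mmp9, slc25a48, fdps and mid1ip1b. Lyve1a rose from 0.827 ± 0.343 to 1.87 ± 0.448 CPM (SD, n = 5 each; log2 fold change 1.22, edgeR adjusted p 0.0131). For the others the blocked log2 fold changes in edgeR were 0.64 (rbm45, adjusted p 0.0227), 0.51 (mmp9, 0.0192), 0.45 (slc25a48, 0.0449), 0.40 (fdps, 0.00169) and 0.28 (mid1ip1b, 0.0470). All 6 were higher in 5 of 5 pairs, and each had an exact permutation p of 0.00794. Both follow from ranges that do not overlap, by which these genes were chosen, so neither adds support. Of these calls only that of fdps passed in all 5 settings that left out a pair. Without pair 1, 2 or 3 the adjusted edgeR p was 0.0613 to 0.0874 for lyve1a, 0.0933 to 0.163 for rbm45 and 0.256 to 0.262 for slc25a48. Without pair 1, 2, 3 or 6 it was 0.0534 to 0.163 for mmp9 and 0.11 to 0.223 for mid1ip1b. Estimated counts of fdps were not whole in any of the 10 libraries, so some of its reads were divided with another locus and its level is uncertain. In the unblocked fit the adjusted p of fdps was 0.695 and that of the other 5 was 1, while DESeq2 without the block called fdps (0.0166) and rbm45 (0.0197). Over the alternatives to the unblocked fit, adjusted p-values ranged from 0.00169 to 1 for fdps and from 0.0197 to 1 for rbm45, across DESeq2, edgeR and limma.

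The blocked fit also called list members whose levels overlapped between the groups. P4ha1b was at 53 ± 20 CPM in controls and 32 ± 11.7 CPM in mutants (SD, n = 5 each), with a blocked log2 fold change of -0.72 (SE 0.0693, edgeR adjusted p 0.000138). Nppa, a natriuretic peptide gene of the heart, was at 11.1 ± 4.40 and 7.52 ± 4.73 CPM (SD, n = 5 each), with -0.63 (SE 0.106, edgeR adjusted p 0.0157). Ankrd37 was at 4.56 ± 2.07 and 2.59 ± 1.05 CPM (SD, n = 5 each), with -0.80 (SE 0.143, edgeR adjusted p 0.0227). All 3 were lower in 5 of 5 pairs, and none passed without the block, where their adjusted p in edgeR was 1. Without pair 1, 2 or 3 the blocked edgeR value was 0.0942 to 0.113 for nppa and 0.146 to 0.194 for ankrd37, while p4ha1b passed in all 5 such settings. Ponzr3, chosen after its values were seen, had the same blocked adjusted p in edgeR as myh6, 8.08e-06, with a log2 fold change of -1.27 and overlapping ranges of 3.90 to 13.2 CPM in controls and 1.32 to 6.54 CPM in mutants.

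Of other heart genes, myl7, vmhc and gata6, chosen after their values were seen, did not fall with myh6, whereas nppa was lower with the block. Actc1a, ttn.1 and popdc2, also chosen after their values were seen, had log2 fold changes of -0.09, -0.11 and -0.08 with unadjusted edgeR p-values of 0.607, 0.759 and 0.415, and ttn.1 was at 0.02 after the length correction. Myl7 was at 25.9 ± 1.3 CPM in controls and 27.3 ± 4.27 CPM in mutants (SD, n = 5 each; log2 fold change 0.08, unadjusted edgeR p 0.456), and its sign flipped to -0.02 without mutant 2. Vmhc, the ventricular myosin heavy chain gene, was at 52.6 ± 3.31 and 56.6 ± 7.09 CPM (SD, n = 5 each; 0.11, unadjusted edgeR p 0.240, and 0.03 without mutant 2), with counts that were not whole in any of the 10 libraries and are therefore uncertain. Gata6 was at 20.3 ± 0.853 and 25.2 ± 2.93 CPM (SD, n = 5 each; 0.31, SE 0.0832), with ranges that did not overlap and an exact permutation p of 0.00794. Its adjusted edgeR p was 1 over all genes and 0.0769 under the block. Gata6 passed in 2 of 14 alternatives to the blocked fit, edgeR without a filter (adjusted p 0.0272) and without pair 4 (0.0353).

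None of the 9 gene lists passed the adjusted threshold with camera at the preset correlation, and none did with the block, with fry or with an estimated correlation. Leaving out a single library brought 5 of them (skeletal muscle, p53, erythroid, lens crystallin and splicing regulator) past it in 1 to 3 of 10 settings each, with a lowest adjusted p of 0.00772 for skeletal muscle without mutant 6. The heart muscle list, 26 tested genes, had a median log2 fold change of 0.06, at the 99.4th percentile of matched random lists, with 17 genes higher and 9 lower (adjusted p 0.631, limma camera). In this list 1 gene (myh6) passed over all genes tested and 2 (myh6 and gata6) when adjusted over the list alone; with the block these counts were 2 (nppa being added) and 4 (nppa and nppb). Nppb, chosen after its values were seen, moved opposite to nppa: it was higher in 5 of 5 pairs, from 1.31 to 2.24 CPM, with a blocked log2 fold change of 0.70 and an edgeR p of 0.0044 adjusted over the list alone and 0.106 over all genes. The p53 list came closest without the block, with a median of 0.07 at the 98.2nd percentile, 12 of 13 genes higher, an unadjusted p of 0.0165 and an adjusted p of 0.149. Under the block the adjusted camera p was 0.102 for both the p53 list (higher) and the skeletal muscle list (lower), and 0.129 for splicing regulator (lower). The mean log2 CPM of the p53 list was higher in the mutant of 5 of 5 pairs, with an exact sign-flip p of 0.0625.

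The other lists had medians close to 0. Calcium handling (15 genes) was at -0.04 (adjusted camera p 0.488), skeletal muscle (22) at -0.04 (0.442), splicing regulator (25) at -0.02 (0.442) and endothelial (21) at -0.01 (0.606). For the erythroid list (17 genes) the median was -0.01 (0.805) and the direction of the test turned with the block. The lens crystallin list (20 genes) had a median of -0.02 and a mean of 0.01 with a test direction of down (0.631). The hypoxia list (19 genes) had a median of 0.02 and a mean of -0.06, again with a test direction of down (0.606). In all lists but heart muscle, 0 genes passed over all genes tested in the unblocked edgeR fit, and 0 when adjusted over the list alone, while 7 of their 152 genes had an unadjusted p under 0.05; DESeq2 and limma-voom also called 0 of them. With the block, 2 hypoxia genes (ankrd37 and p4ha1b) passed over all genes tested, and when adjusted over the list alone 5 hypoxia, 8 erythroid and 1 endothelial gene did.

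**Figure D2:**
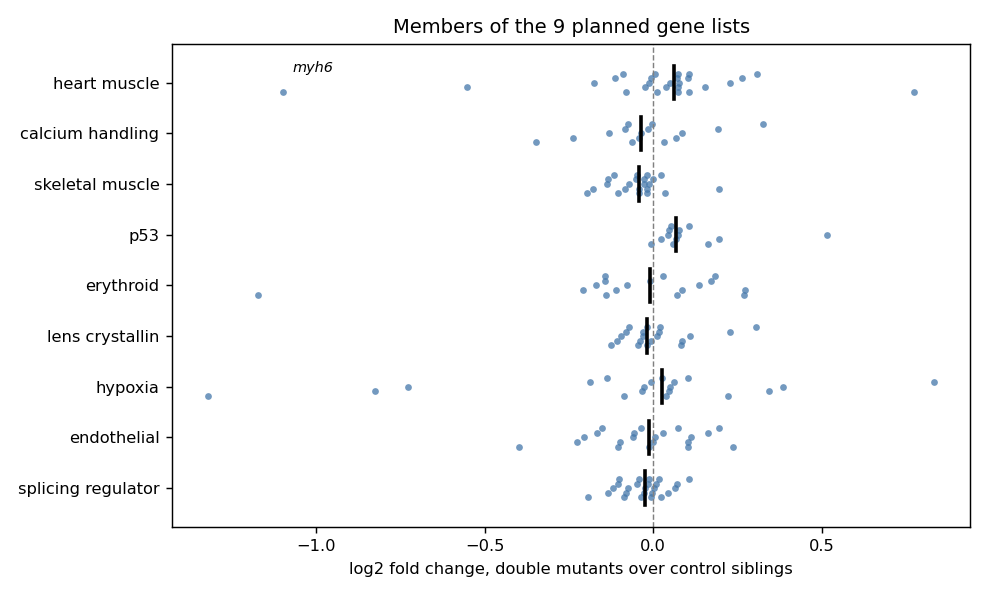
Log2 fold change (double mutants over control siblings, unblocked edgeR fit, horizontal axis) of each tested member of the 9 planned gene lists, 1 line per list; each point is a gene and the black bar is the list's median. The medians lie between -0.04 and 0.07, and myh6, named in the plot, is the only member past the adjusted threshold.

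Because embryos sorted as mutants are homozygous around each targeted gene, the genes that neighbour rbpms2a and rbpms2b in the gene order of GRCz12tu were counted. Of 388 placed genes within 100 neighbours on either side, 21 (5.41%) had an unadjusted p under 0.05 in the unblocked edgeR fit, 11 near rbpms2a and 10 near rbpms2b. The share among all 17243 placed genes was 1.88%, which gives 7.27 neighbours, and 0.0013 of 10000 random shifts of the gene order gave as many. With the block the number was 66 where 42.6 were expected, and the permutation by random shifts gave p = 0.0031. Without mutant 6 the unblocked number was 14 (permutation p = 0.0567), and with limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1) it was 11 and 10 (permutation p = 0.143 and 0.193). In edgeR 0 of the 388 passed the adjusted threshold without the block, and 3 (fads2, cat and pla2g15) did with it. Without the block DESeq2 and limma-voom also called 0 of them and limma-trend on log2(FPKM + 1) called 1, shcbp1. With it DESeq2 called 9, shcbp1 and hdac10 among them, and limma-voom 2. The blocked edgeR number was 1 without pair 1 or 3, 0 without pair 2 and 13 without pair 4. Of the 21 neighbours with a small p, 1, shcbp1, changed by at least 1 log2 unit.

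Shcbp1, chosen after its values were seen and 15 genes from rbpms2b, had the smallest p among these neighbours. It was at 7.16 ± 2.36 CPM in controls and 0.701 ± 0.699 CPM in mutants (SD, n = 5 each), 9.79% of the control level, with ranges that did not overlap. Its log2 fold change was -3.31 (SE 0.598) with an unadjusted edgeR p of 0.000115, an adjusted p of 0.695 and an exact permutation p of 0.00794. Limma-trend on log2(FPKM + 1) gave it an adjusted p of 0.0479, and its adjusted p ranged from 0.0479 to 1 over 20 alternatives. With the block shcbp1 was at -3.27, with an adjusted p of 0.306 in edgeR and 0.024 in DESeq2, which called it. The range was 0.024 to 0.695 over 13 alternatives to the blocked fit, the absence of the block included. Near rbpms2a, also chosen after their values were seen, hdac10 and pgghg lay 12 and 18 genes away and had log2 fold changes of -0.40 and -0.57 with adjusted edgeR p-values of 1. Myh6 lies on neither chromosome of the targeted genes in that assembly, and lyve1a lies 174 and ponzr3 402 genes from rbpms2b.

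**Figure D3:**
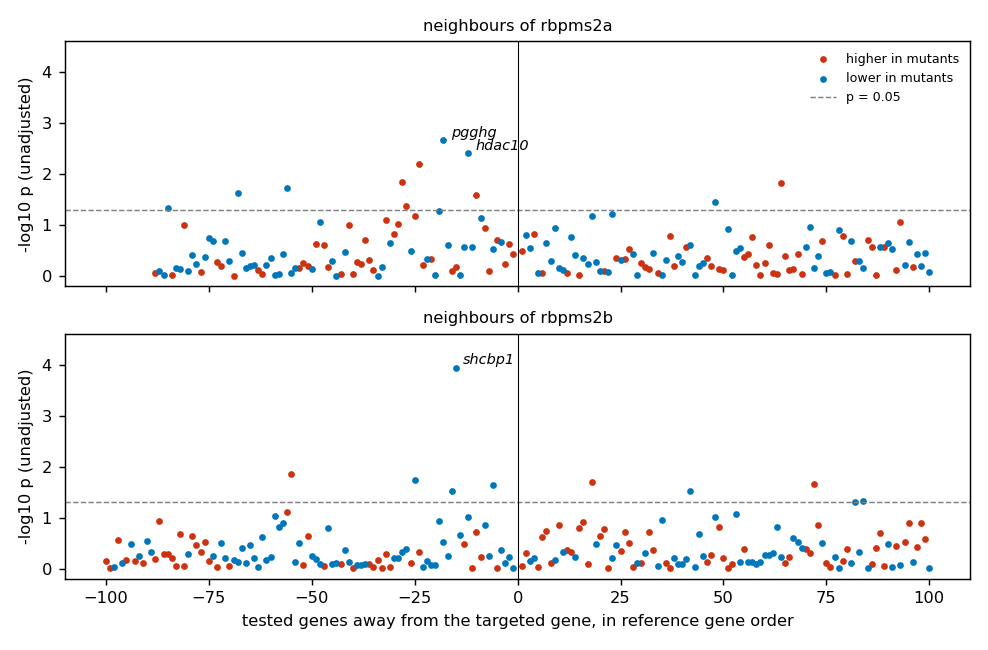
Unadjusted edgeR p-values (as -log10, vertical axis) of tested genes within 100 neighbours of rbpms2a and rbpms2b (horizontal axis, in tested genes, by the gene order of GRCz12tu); points are genes, coloured by direction, and the dashed line marks an unadjusted value of 0.05. Of the 388 genes 21 lie above the line, and shcbp1 near rbpms2b lies highest.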

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

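In this part, the tests of explanations were all chosen only after the results were seen, while the values without a library were planned. With 72 groups of 5 libraries examined for a single library far from the other 4, 6 were found, where chance alone gives about 3.6. Such a number gives no ground for calling any 1 library defective.

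Control 6 had the lowest total, 21.5 M (1000000 counts), against 32.8 to 36.0 M in the other controls. A library of lower complexity would detect fewer genes than the others at an equal total. When every library was thinned to the smallest total, control 6 detected 24196 genes and the others 24173 to 24411. It lay within that range, which argues against a large loss of complexity, though only control 1 lay lower. The 10 most abundant genes took 10.4% of the counts of control 6, the highest share, with mutant 6 next at 9.52%. A slightly lower complexity therefore stays open. A smaller share of the sequencing run stays open and was not tested; no biological explanation was tested.

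BX000534.1, chosen after its values were seen, was at 637 CPM in control 6, whereas controls 1, 2, 3 and 4 lay between 0.986 and 10.5 CPM. Mutant libraries lay between 483 and 1550 CPM, so that control 6 resembled a mutant library. A separate gene ID table gives this ID the symbol si:dkey-26g8.4, which is also the symbol of another ID in the file. A mislabelled mutant library is argued against by myh6, which was at 14.8 CPM in control 6 and between 5.79 and 9.11 CPM in the mutants. Reads shared between near-identical copies remain a candidate explanation. The summed CPM of both IDs was 2122 ± 454 in controls and 2097 ± 586 in mutants (SD, n = 5 each; exact permutation p = 0.937), and its mean log2 ratio over the pairs was -0.04 ± 0.14. BX000534.1 alone had a mean log2 ratio of 7.04 ± 4.38 and si:dkey-26g8.4 one of -0.94 ± 1.22. BX000534.1 took 28.2 to 86.4% of the sum in mutants, 41.0% in control 6 and 0.0369 to 0.460% in the other controls. The shares may follow which sequence variants of the copies the pooled parents carried; whether they do was not tested, since the table used holds no variants.

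In mutant 3, ankrd37 was at 4.45 CPM and p4ha1b at 52.6 CPM, where the other mutants lay between 1.88 and 2.39 CPM and between 23.0 and 28.6 CPM. If something shared by libraries of 1 number were the cause, control 3 would stand highest among the controls too. It did for both genes, at rank 1 of the 5 controls, as a batch shared by libraries of one number predicts: ankrd37 was at 7.21 CPM against 2.34 to 5.66 CPM in the other controls, and p4ha1b at 83.5 CPM against 29.8 to 58.0 CPM. A difference between the pairs, such as a batch or clutch, is therefore a candidate explanation for these levels, and a biological cause within it, such as the oxygen supply of a clutch, was not tested.

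The p53 list had a mean log2 CPM of 4.52 in mutant 3 and 4.18 to 4.27 in the other mutants. Control 3 was also at rank 1 of 5 in its group, but at 4.26 against 4.25 for the next control, so it showed no rise of the size seen in mutant 3, as a change in mutant 3 alone predicts. A batch shared by number 3 cannot be told apart from it, because the controls themselves spread from 4.08 to 4.26, a spread not far below such a rise. Without mutant 3 the adjusted camera p of the p53 list was 0.60, the highest of the settings that left out a library.

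Gata6 was at 30.4 CPM in mutant 2 and between 23.4 and 24.7 CPM in the other mutants. A batch shared by number 2 is argued against, because control 2, at 19.4 CPM, stood at rank 5 of 5, the other controls lying between 19.7 and 21.6 CPM. What stays open is a difference in that pool, and whether it is technical or biological was not tested. Without mutant 2 the log2 fold change of gata6 was 0.23.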

How the results depend on the processing

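In this part, the length correction, all alternatives to the blocked fit except its own absence, and the counts of neighbours were chosen only after the results were seen; the other settings were planned.

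Without the block, the number of genes changed was 1 (myh6) under RLE factors, upper-quartile factors, no filter, the stricter filter, limma-voom with and without sample weights, and the length correction. It was 4 with DESeq2, which added fdps, rbm45 and ncam3, 2 with limma-trend on log2(FPKM + 1), which added shcbp1, and 0 with limma-trend on log2(FPKM + 0.1), where 387 genes had an unadjusted p under 0.05. A stricter adjusted threshold of 0.01 left 0 genes of the 406 with an unadjusted p under 0.05. The replicate block gave 53, because it removes the differences between pairs from the residual spread. Leaving out 1 library gave 0 to 3 genes: 0 without control 2 (322 at an unadjusted p under 0.05) or without mutant 3 (355), and 3 without control 6, where BX000534.1 and BX469901.2 joined myh6. Ncam3 and BX469901.2 were chosen after their values were seen. For the other changes the cause was not tested. Over 21 further named genes (myh6, rbpms and others, but not actc1a, nppb, popdc2 or ttn.1, which were not run under all settings), in both the unblocked and the blocked family and outside the leave-outs, 357 values kept their direction and their side of the threshold, 21 gained it, 25 lost it and 3 turned. In the leave-outs the numbers were 284, 2, 25 and 4.

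Myh6 kept its direction in 21 of 21 alternatives to the unblocked fit and stayed past the threshold in 18. Of 14 alternatives to the blocked fit it passed in 13. It lost the call there with limma-trend on log2(FPKM + 0.1) (adjusted limma p 0.19). Without the block its log2 fold change lay between -1.19 and -1.03 over the leave-outs. It was -1.04 with limma-trend on log2(FPKM + 0.1) and -0.70 on log2(FPKM + 1), where the pseudocount shrinks low values.

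In the paired comparison of genes changed, 53 with the block became 92 with DESeq2 (51 shared), 114 without a filter (53 shared), 101 after the length correction (52 shared; 61 higher and 40 lower), 1 with limma-trend on log2(FPKM + 0.1), which was ponzr3, and 1 without the block, which was myh6. With the length correction higher calls rose from 37 and lower calls from 16. An adjusted threshold of 0.01 left 14 (5 higher, 9 lower), and a fold change of at least 1 log2 unit left 7 (3 and 4). Leaving out a pair gave 17 to 365 genes: 17 without pair 1 (8 higher, 9 lower) or pair 2 (6 and 11), 21 without pair 3 (10 and 11), 365 without pair 4 (51 shared; 186 and 179) and 79 without pair 6 (48 and 31). So the excess of higher genes depended on which pairs were kept and on the threshold. The cause of the changes with the test, the filter and the length correction was not tested.

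Rbpms2a passed the threshold with the block (-0.73, adjusted edgeR p 0.00741) and lost it without (-0.73). It also lost it in the paired fit on log2(FPKM + 0.1) (-0.68, adjusted limma p 0.234) and without pair 1 (-0.66), the paired leave-outs lying between -0.79 and -0.66. Over 13 alternatives to the blocked fit, the absence of the block included, its adjusted p ranged from 0.00131 to 1 across DESeq2, edgeR and limma. The upper end came from the edgeR fit without the block. Without the block its leave-outs lay between -0.82 and -0.61. Rbpms2b lay between -0.04 (without mutant 4) and 0.23. The sign of rbpms turned in limma-voom with sample weights (0.06) and on log2(FPKM + 0.1), where it was 0.01 with and without the block. Its leave-outs lay between -0.19 and 0.14, and between -0.20 and 0.20 for pairs. Myl7 lay between -0.02 and 0.12 in both families, the low end without mutant 2 or pair 2. All of these are changes around 0 except rbpms2a, and their cause was not tested.

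The adjusted p of every list stayed above 0.05 under fry, an estimated correlation, RLE factors, no filter and the block. The block turned the direction of the erythroid list (adjusted p 0.606) and changed no other call among the lists. Leaving out a library gave adjusted p-values of 0.508 to 0.995 for heart muscle, 0.0857 to 0.995 for calcium handling, 0.00772 to 0.995 for skeletal muscle, 0.0234 to 0.60 for p53, 0.0407 to 0.759 for erythroid, 0.00811 to 0.814 for lens crystallin, 0.335 to 0.995 for hypoxia, 0.264 to 0.995 for endothelial and 0.0124 to 0.995 for splicing regulator. Skeletal muscle passed without control 1, control 2 or mutant 6, and p53 without mutant 1 or mutant 2. Erythroid passed without control 1 or mutant 2, and splicing regulator without mutant 4. Lens crystallin passed as lower without control 1 or mutant 6 and as higher without mutant 2 (0.0471). The direction also turned in 2 leave-outs for heart muscle, 3 for skeletal muscle, 5 for erythroid, 4 for lens crystallin and 2 for hypoxia. A missing library leaves its pair incomplete, so differences between pairs enter these values; beyond that the cause was not tested.

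The number of neighbours of the targeted genes with an unadjusted p under 0.05 was 21 within 100 genes, 13 within 50 and 28 within 200, and 66 with the block; each was above its random shifts, so the block changed no call here, nor for rbpms2b. Within 100 genes the excess did not pass for an unadjusted p under 0.01 (4 genes: fads2, hdac10, pgghg and shcbp1; permutation by random shifts, p = 0.0542), for genes past the adjusted edgeR threshold without the block (0 genes) or with it (3 genes, p = 0.0773), or for a fold change of at least 1 log2 unit (1 gene, p = 0.251). An unadjusted p under 0.01 did pass within 50 (4 genes, permutation p = 0.0084) and within 200 (7 genes, p = 0.0045), as did the fold change within 200 (3 genes, permutation p = 0.0453) but not within 50 (p = 0.149). Genes past the adjusted threshold of the edgeR fits with TMM factors did not pass at any of these widths. That verdict depends on the setting: with the block and within 100 genes the excess of such genes passed with DESeq2 (9 genes, permutation p = 9e-04), without a filter (12, p = 9e-04), after the length correction (10, p = 0.0014) and without pair 4 (13, p = 0.0427). It did not with limma-voom (2 genes), RLE factors (2), upper-quartile factors (3), the stricter filter (1), limma-trend on log2(FPKM + 0.1) (0) or without pair 1 (1), 2 (0), 3 (1) or 6 (2). Among settings that left out the block, such genes passed with limma-trend on log2(FPKM + 1), on 1 gene, shcbp1 (permutation p = 0.0469). The other settings of that kind called none of these neighbours. Without the block, the number at an unadjusted p under 0.05 lost its excess without mutant 6 (14 genes, permutation p = 0.0567) and with limma-trend on log2(FPKM + 1) (11, p = 0.143) and log2(FPKM + 0.1) (10, p = 0.193). The planned windows by distance were not run, since the build is not given. Transcript usage was not run either.

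Depth limits the genes near 1 CPM most: lyve1a and rbpms stand on few counts per library, as 1 CPM is 21.5 to 36.0 counts.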

Other observations

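All tests in this part were chosen only after the results were seen. A comparison of neighbours with random shifts was planned, but for genes past the adjusted threshold in windows by distance. The number at an unadjusted p under 0.05, by gene order, replaced it.

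Of 100 splits of the 10 libraries into 5 and 5, the real one included, 6 gave at least as many genes as the 1 called without the block, so chance cannot be excluded for that count. The other 5 part only 1 pair each and gave 157 to 4060 genes, so they follow the replicate numbers. Among the 16 splits that part all 5 pairs, the real one alone gave any call without the block. With the block the real split gave the most genes, 53, and was 1 of 16; the next, which swaps pair 4, gave 51. A share of 1 in 16 is the smallest this design can give, so chance cannot be excluded by this count. For the lists, 93 of the 100 splits gave an adjusted p as small as the smallest of the real split, 0.149, so chance cannot be excluded there either.

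The number of neighbours of the targeted loci with an unadjusted p under 0.05 stood apart from random shifts of the gene order in edgeR, though not without mutant 6 (14 genes, permutation p = 0.0567). Numbers at stricter thresholds within 100 genes did so in some settings only. Of the 100 splits, most of which part fewer than 5 pairs, 3 gave as many neighbours with a small p above the number expected, and 0.0013 of the random shifts of the gene order did. Among the 16 splits that part all 5 pairs the real one alone did, 1 of 16, which is the smallest share this design can give, so among those chance cannot be excluded. Expression differences carried by the chromosome segments that mutant embryos share are a candidate explanation, with shcbp1 as the clearest case, at 0.03 CPM in mutants 2 and 6. In this reading shcbp1, hdac10 and pgghg may mark parental haplotypes and not a response to the loss of Rbpms2. The same reading is open for fads2, cat and pla2g15, which were called with the block near rbpms2a. It also stays open for lyve1a and ponzr3, which lie 174 and 402 genes from rbpms2b. An effect of the mutations on nearby genes would look alike and was not tested.

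Myh6 fell, and 7 other sarcomere genes of the heart did not fall with it. Reads shared with a paralog are argued against: 0 of 10 libraries had a myh6 count that was not whole. A smaller share of heart muscle in the mutants is argued against by 7 other sarcomere genes of the heart, whose median log2 fold change was 0.08, between -0.01 and 0.15, and between -0.02 and 0.16 over the scalings tried. With actc1a, ttn.1 and mybpc3 added, genes of the planned list, the median of the 10 was 0.06, between -0.11 and 0.15. Gene length is argued against by the fold change of -1.08 after the length correction, still past the threshold. A strain variant around the targeted loci is argued against by position, since 0 of the targeted genes share its chromosome. As a hypothesis, the fall may be a response of the heart to the loss of Rbpms2. Fewer atrial cells and less myh6 RNA per atrial cell would look alike in whole embryos, and neither was tested. A variant at myh6 itself that the mutants share was not tested.

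The pairs did not share their changes evenly. Across genes with a mean log2 CPM of at least 3, the log2 ratios of mutant over control correlated at 0.35 to 0.45 among pairs 1, 2 and 3, at -0.06 to 0.06 between pair 4 and these, at 0.11 to 0.15 between pair 6 and these, and at 0.01 between pairs 4 and 6. Genes are not independent replicates, so these values describe the libraries. Of the genes called in the other 4 pairs, pair 4 moved the same way for 51.0% (365 genes) and pair 6 for 50.6% (79 genes) when left out. These shares cannot be set against those of pairs 1, 2 and 3, whose lists held 17 to 21 genes with larger changes. With 17 genes of smallest p each, the share was 94.1 to 100% for pairs 1, 2 and 3, 88.2% for pair 4 and 58.8% for pair 6. With 17 genes changed by 0.5 to 1 log2 unit it was 82.4 to 100%, 82.4% and 58.8%. So the strongest changes were shared by pair 4. Swapped labels of pairs 4 and 6 are argued against, since shares of 51.0 and 50.6% would then be close to 0, and myh6 and rbpms2a were lower in the mutant of both pairs. Libraries did differ in a trend with gene length, from -0.43 in mutant 2 to 0.41 in mutant 4 (Spearman correlation of a library's deviations with length, across genes). It is argued against as the whole cause, because after the length correction the correlation with pairs 1, 2 and 3 was at most 0.09 for pair 4 and 0.13 for pair 6, against 0.33 to 0.44 among these 3. Depth is argued against because, among genes over 50 CPM, pair 4 reached at most 0.18 and pair 6 at most 0.20 with pairs 1, 2 and 3, which reached 0.50 to 0.63 with each other. A difference in stage or clutch between the pools of a pair may remain, and was not tested. The number of genes called with the block rests on pairs 1, 2 and 3: without any 1 of these it was 17 to 21, and without pair 4 it was 365.

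A list of sterol synthesis genes was written after fdps, cyp51, hmgcs1 and fdft1 had been seen among the smallest p-values. Its 25 tested genes had a median log2 fold change of 0.28, 23 of them higher (fry, p = 0.00758; with the block, p = 0.000463), and its mean log2 CPM was higher in 5 of 5 pairs, at the smallest exact sign-flip p of 0.0625. The genes seen first did not carry the result alone. The other 21 genes gave a fry p, from limma, of 0.00123 with the block and 0.0178 without. These 21 come from the same pathway and the same libraries. Choice of the pathway from these data therefore cannot be excluded as the cause. Length is argued against by a fry p of 0.000586 after the length correction with the block. More RNA from the yolk syncytial layer, which makes lipoproteins, cannot be told apart from it: a list of 24 marker genes of that layer, whose own fry p was 0.313, rose with a median of 0.09, and sterol genes exceeded it by 0.16 ± 0.13 log2 units (SD over pairs, n = 5), above 0 in 4 of 5. That spread keeps it open. Adjusted over the 3 lists written after the data were seen, which share no gene with each other, the fry p-values without the block were 0.0227 (sterol synthesis), 0.0262 (immediate early) and 0.313 (yolk syncytial). Lists that could have been written instead are not covered by this adjustment, so these values do not account for the choice. Higher sterol synthesis in the mutants may be a response of the embryo, as a hypothesis.

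A list of immediate early genes was written in the same way after egr1, junbb, cebpb and dusp2 had been seen. Of 33 tested genes 26 were higher, with a median of 0.22 and a fry p of 0.0175. Without the genes seen first, the fry p was 0.00396 with the block and 0.0512 without. Those genes thus did not carry the blocked result alone. The others come from the same libraries, so choice of the list from these data cannot be excluded as the cause. After the length correction with the block p was 0.00184, which argues against length. The list exceeded the yolk syncytial list by 0.12 ± 0.13 log2 units (SD over pairs, n = 5), in 4 of 5 pairs, so that explanation cannot be told apart either. These genes respond to handling within minutes, so the time between sorting and homogenization may differ between the groups; the labels used here give no times and this was not tested.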
